A study of Homo sapiens with 8 samples. Its data were reported in "Human expandable pancreatic progenitor–derived β cells ameliorate diabetes" (2022).

How the data were processed

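H3K27ac, the acetylation of lysine 27 on histone H3, marks active promoters and enhancers. It was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in pancreatic progenitors (PPs) differentiated from MEL1, an established human embryonic stem cell line. The PPs were grown in EF6, a basal medium with EGF, bFGF and a TGFβ inhibitor, with either the solvent DMSO or 1 μM I-BET151 for 7 days. I-BET151 is an inhibitor of the bromodomains of BET proteins, which bind acetylated lysines. The series held 8 libraries, of which 4 were H3K27ac libraries (2 DMSO and 2 I-BET151) and 4 were input libraries made from chromatin that had not been immunoprecipitated. Groups and replicate numbers were taken from the library titles. The input libraries had no list of their own and were not analysed here as separate samples.

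According to the study's methods, the authors aligned paired-end reads to hg38 with Bowtie2 in local mode, filtered them with sambamba, removed duplicates with Picard and mitochondrial reads with samtools, and called peaks with MACS2 at its default settings. Each H3K27ac library had its own deposited peak list, so peaks were called per library and replicates were not pooled. The deposited lists give, for each peak, its interval, its summit, a score, the fold enrichment at the summit as a ratio over the local background, and −log10 of the p-value and of the q-value, all as the authors' peak caller wrote them. The score is a multiple of −log10 q in the deposited lists and was not used. The lowest −log10 q in the 4 lists ran from 1.30 to 1.36, close to the 1.30 that a q-value of 0.05 gives. Fold and significance values are the authors' own for each peak, and the comparisons of peaks and regions used them only to describe, rank or filter peaks within a list. Read numbers, input levels and library depths were also worked out from them. Duplicate removal and a fixed significance threshold both affect such lists: the first caps the height that a peak can reach, and the second leaves out weaker acetylation in shallower libraries.

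The genome build was checked by position. In the 4 lists 79.8 to 84.2% of summits lay within 3 kb of a transcription start of a protein-coding gene (GENCODE release 44, hg38), against 10.9 to 11.6% after all peaks were shifted by 1 Mb, and 0 peaks ran past a chromosome end. Peaks on chromosomes 1 to 22, X and Y were used, and coordinates are given 1-based.

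The lists contain no read counts. Whole reads were nevertheless worked out from them, because MACS2 computes the fold with a pseudocount of 1 and the p-value from a Poisson distribution, so that each pair of values fixes the number of ChIP reads at the summit, the local input level and the scaling of ChIP to input. Among the peaks with a single solution 100% gave whole reads, and 98.4 to 99.0% of all peaks were resolved. The lowest input level of a list is the input's genome-wide level, from which the number of input reads follows with the 2.7e+09 bp genome size that MACS2 assumes by default. Read numbers are given in M, the SI prefix mega. Remaining input levels fell on whole reads or on whole reads counted in windows of 1 or 10 kb for 100% of peaks, given an extension equal to the shortest peak of the list. With wrong extensions 10.4 to 21.4% of the remaining levels fell on such a grid. On 4621 simulated peaks the procedure resolved 98.8%, and 100% of those had the right read number and input level.

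Peaks of the 4 libraries that shared at least 1 bp were merged into regions, and a library was called at a region if any of its peaks lay in it. Regions called in both I-BET151 libraries and in neither DMSO library are termed gained, and those called in both DMSO libraries and in neither I-BET151 library are termed lost. Absence from a list means that no peak passed the threshold, not that acetylation was absent. Similarity of lists was measured by the Jaccard index, the shared bp divided by the bp covered by either list. A summit within 3 kb of a transcription start of a protein-coding gene was assigned to a promoter. Shares carry Wilson 95% intervals, which cover counting error only.

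For a list of 15 genes that the study names as raised (12 genes) or lowered (3 genes) by I-BET151, the length covered by peaks was summed over the gene body and 50 kb on either side. The mean change of the raised genes was placed among 10000 random lists of protein-coding genes, in which each gene was drawn from the 100 genes ranked on either side of the marker gene by covered length in the 4 libraries. Consensus sequences of 8 motifs named by the study, plus AP-1 as a comparison, were searched within 250 bp of the summit of the strongest peak of each region. Mantel-Haenszel odds ratios against all other regions, in 5 classes of GC content, are given with 95% intervals across regions, which are not replicates.

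Group differences in a single value were tested with a two-sided exact permutation test over the 6 assignments of 4 libraries to 2 groups. With 2 libraries per group its smallest p is 0.33, so the design cannot reach 0.05. Counts of regions were compared with the 2 crossed splits of the libraries into pairs. The library titles give both groups replicate numbers 1 and 2, and differences were therefore also computed within same-numbered pairs. The gene list, motifs, groups, tests and the rule for named regions (the 5 gained and 5 lost regions with the best mean rank by −log10 p within the lists that call them) were fixed before the data were examined. Alternatives were a −log10 q of at least 5, the 12312 top-ranked peaks of every list (the length of the shortest), autosomes only, merging within 500 bp, a demand that a library cover 50% of a region, other promoter definitions, gene windows of 10 and 100 kb, a motif window of 100 bp, no GC classes, and leaving out each replicate in turn. The merging step recovered 300 of 300 planted gained and 700 of 700 planted lost regions in simulated lists. The planted sites were well separated and no calls were missed, so this checks the code only and not fragmented or missed peaks. A planted motif odds ratio of 2 was estimated at 2.06 (1.74 to 2.44) in simulated regions. The scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.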

Results

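To ask how I-BET151 alters the enhancer landscape of human PPs, H3K27ac peaks were compared between 2 DMSO and 2 I-BET151 libraries. The lists held 13606 and 14248 peaks for DMSO replicates 1 and 2, and 12887 and 12312 peaks for I-BET151 replicates 1 and 2. Median peak width was 596 and 564 bp in DMSO and 574 and 571 bp in I-BET151. The median fold enrichment over local background, as given by the authors, was 5.87 and 6.29 in the DMSO lists and 6.37 and 6.42 in the I-BET151 lists. Depth after duplicate removal, worked out from the lists, was 7.96 and 9.84 M ChIP reads for DMSO and 7.76 and 8.04 M for I-BET151. The inputs behind these lists held 3.04 and 2.89 M reads for DMSO and 3.04 and 2.67 M for I-BET151. DMSO replicate 1 had a depth between those of the I-BET151 libraries, and its list was longer than theirs.

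I-BET151–treated PPs had fewer peaks. The mean was 12599.5 ± 407 peaks (SD, n = 2) against 13927 ± 454 in DMSO (SD, n = 2), a difference of −1327.5 (two-sided exact permutation test, p = 0.33, the smallest that 2 libraries per group allow). In the same-numbered pairs the difference was −719 and −1936 peaks, and with pairing as a block the mean difference was again −1327.5. Peaks covered 9.89 ± 0.03 Mb in DMSO and 8.90 ± 0.41 Mb in I-BET151 (SD, n = 2 each). This difference of −0.983 Mb (exact permutation p = 0.33) was larger than the spread within either group, and it was −0.713 and −1.25 Mb in the pairs. Using the 12312 top-ranked peaks of every list moved it most, to −0.464 Mb. Same-numbered libraries did not deviate together in their calls across the 15752 regions (correlation of the replicate differences of the 2 groups, 0.0118).

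The share of peaks at promoters was higher after I-BET151 treatment. It was 79.9% (95% Wilson interval 79.2 to 80.5%) and 79.8% (79.1 to 80.4%) in the DMSO libraries. In I-BET151 it reached 82.1% (81.5 to 82.8%) and 84.2% (83.5 to 84.8%). The group means differed by 3.34 percentage points (83.1% ± 1.42 against 79.8% ± 0.07, SD, n = 2 each, exact permutation p = 0.33), with 2.28 and 4.39 points in the same-numbered pairs. With equal numbers of top-ranked peaks the difference fell to 1.08 points.

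**Figure D1:**
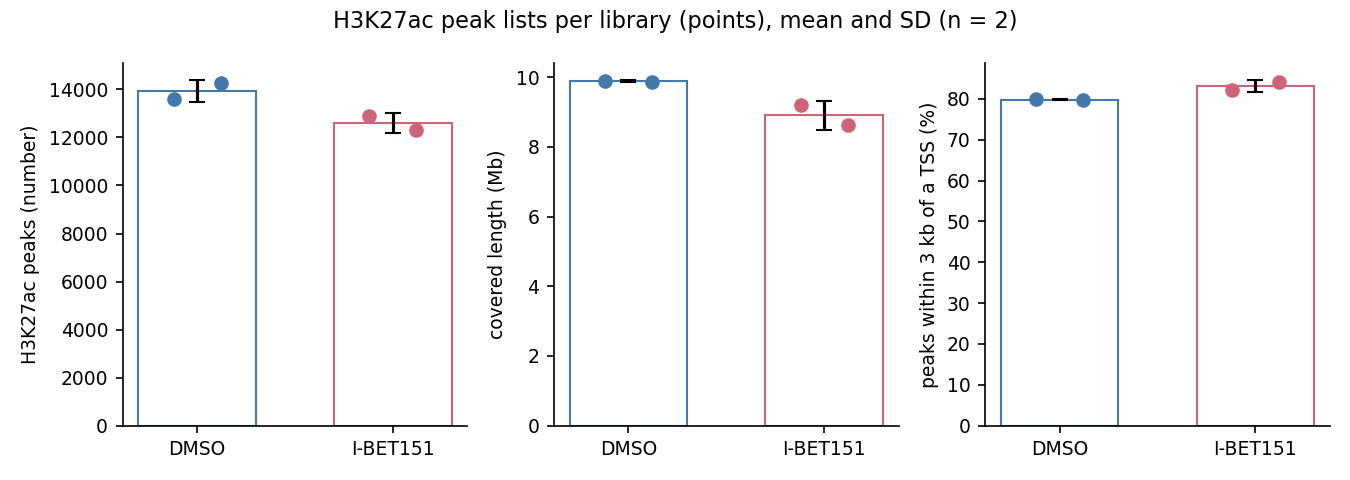
Number of H3K27ac peaks, length covered (Mb) and share of peaks within 3 kb of a transcription start (%) in each library (points), with the group mean (bars) and SD (error bars, n = 2). Both I-BET151 libraries lie below both DMSO libraries in peaks and covered length, and above them in promoter share.

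Peak lists were more alike within a group than between groups. The Jaccard index was 0.831 for the DMSO replicates and 0.821 for the I-BET151 replicates, whereas the 4 pairs of libraries from different groups ranged from 0.725 to 0.734. The within-group mean exceeded the between-group mean by 0.0946. The same difference was −0.0430 and −0.0516 when the libraries were paired across treatments. These differences all use the same Jaccard values and are tied to each other by construction. The negative crossed values are therefore no separate evidence. Restricting the between-group comparison to same-numbered pairs, as a replicate block, gave 0.0917. No library pair was close to identical, and every library was therefore counted as a replicate.

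Next, regions present in only one treatment were examined. Merging yielded 15752 regions, of which 10317 were called in all 4 libraries. I-BET151 treatment was accompanied by 443 gained and 1355 lost regions, or 3.06 lost regions per gained region. Together these were 1798 regions, against 185 and 182 pair-specific regions in the crossed splits. The crossed splits had 103 against 82 regions (ratio 1.26) and 141 against 41 (ratio 3.44). The larger set exceeded the smaller by 912 regions in the real split and by 21 and 100 in the crossed splits, so the real split was the most uneven in number but not in proportion. No p-value is given, because the real split is 1 of only 3. In the same-numbered pairs taken singly, 1359 and 878 regions were called only in the I-BET151 library, and 2165 and 2828 only in the DMSO library. A region found in both pairs is by definition gained or lost, so the block leaves 443 and 1355. The number of peaks per list affected the ratio most. With 12312 top-ranked peaks per library, 687 regions were gained and 870 were lost, a ratio of 1.27.

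**Figure D2:**
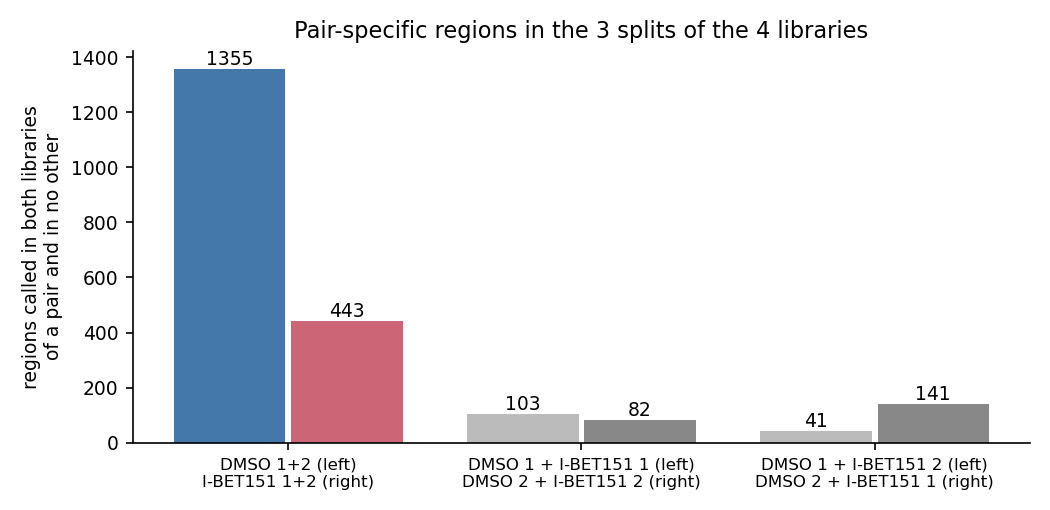
Number of regions called in both libraries of a pair and in neither of the others, for the 3 ways of splitting the 4 libraries into pairs. The split by treatment gives 1355 DMSO-only and 443 I-BET151-only regions, and the crossed splits give 41 to 141 per pair.

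Gained and lost regions were weaker and less often at promoters than shared ones. This contrast is partly built in by the definitions. Weak peaks are more easily missed in some libraries, and a merged region spans the peaks of every library that calls it. It is therefore not by itself an effect of treatment. Promoters held 62.1% of gained regions (95% Wilson interval 57.5 to 66.5%) and 53.9% of lost regions (51.2 to 56.5%), against 86.9% of regions called in all 4 libraries (86.2 to 87.5%). Introns held 14.0% of gained and 20.4% of lost regions. Median widths were 426 bp for gained and 419 bp for lost regions, against 774 bp for regions called in all 4 libraries. Within their own lists, ordered from the strongest to the weakest peak by −log10 p, gained peaks had a median position at 81.7 and 85.1% of the list, and lost peaks at 80.2 and 77.3%. A −log10 q of at least 10 in both calling libraries was reached by 158 gained regions (35.7%) and 619 lost regions (45.7%).

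The best-ranked gained region lay on chromosome 6 at 32166753 to 32167770, in a coding exon of the annotation, with its summit 2863 bp from the nearest protein-coding start, that of EGFL8. Its fold enrichment was 7.96 and 10.1 in I-BET151 replicates 1 and 2. A gained region at the VCAN start (chromosome 5, 83471371 to 83472100, untranslated exon) had folds of 14.7 and 13.5, but it joined a neighbouring region and was no longer gained when peaks within 500 bp were merged. The others lay in an intron at the RAPGEF4 start (chromosome 2, 172735540 to 172736350), in intergenic sequence 923 bp from the FGF9 start (chromosome 13, 21669856 to 21670407) and in an intron 23067 bp from the EGFR start (chromosome 7, 55086430 to 55086875). Of the lost regions, the best-ranked lay in an intron 16550 bp from the RASA3 start (chromosome 13, 114115867 to 114116305), with folds of 11.2 and 18.5 in DMSO replicates 1 and 2. An intronic region whose nearest start was that of TBC1D22A, at 160908 bp (chromosome 22, 46934603 to 46935031), had folds of 22.7 and 21.4. The remaining lost regions were intergenic near AHSG (chromosome 3, 186599489 to 186599963) and PHGR1 (chromosome 15, 40347146 to 40348087), and in an intron at the ADAP1 promoter (chromosome 7, 945067 to 946868).

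The study names PP marker, Notch pathway and cell cycle genes that rose with I-BET151, and it was asked whether peak coverage changed around them. From its H3K27ac data the study had already reported more acetylation at induced genes, with PDX1, NKX6.1, SOX9, HEY1 and HES1 as examples. Peak coverage at these loci is therefore no independent test. Over the 12 raised genes with 50 kb on either side, peaks covered 4.96 ± 0.08 kb per locus in DMSO and 6.00 ± 0.04 kb in I-BET151 (SD, n = 2 each). The difference of 1.04 kb was larger than the spread between replicates (exact permutation p = 0.33), and it was 1.01 and 1.06 kb in the same-numbered pairs. As total coverage fell, 95% of the random gene lists of similar coverage changed by −1.87 to −0.33 kb, and the marker list stood at percentile 100 of them. The window had the most effect on the difference, which was 0.720 kb with 10 kb on either side (percentile 99.5) and 1.41 kb with 100 kb (percentile 100). Of the 3 lowered genes only CDKN1A had peaks in the 50 kb window, so no percentile is given for them.

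**Figure D3:**
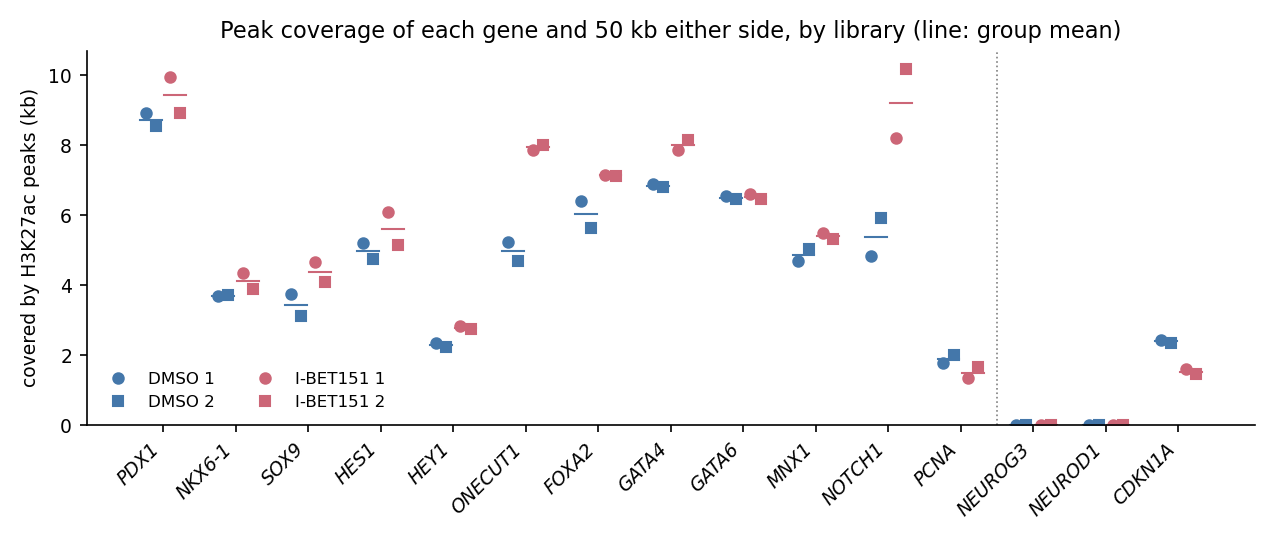
Length covered by H3K27ac peaks (kb) in each gene and 50 kb on either side, for each library (circles, replicate 1; squares, replicate 2) with group means (lines). Genes left of the dotted line are the 12 that the study names as raised, and coverage rose most at NOTCH1 and ONECUT1.

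Both I-BET151 libraries exceeded both DMSO libraries in coverage at NKX6.1 (NKX6-1), SOX9, HEY1, HNF6 (ONECUT1), FOXA2, GATA4, MNX1 and NOTCH1. These are 8 of the 12 genes. For any single gene, chance alone puts both I-BET151 libraries on top in 16.7% of cases. At NOTCH1 (chromosome 9, 136494433 to 136546048) coverage was 5.38 ± 0.77 kb in DMSO and 9.20 ± 1.40 kb in I-BET151 (SD, n = 2 each), and 4 gained regions lay in the window. The NOTCH1 difference of 3.82 kb was 1.69 kb with 10 kb on either side and 7.81 kb with 100 kb. Much of it therefore lay away from the gene. At HNF6 (chromosome 15, 52755053 to 52791078) coverage was 4.96 ± 0.37 and 7.94 ± 0.10 kb, with 3 gained regions. The replicates overlapped at PDX1 (8.72 ± 0.27 and 9.42 ± 0.73 kb), HES1 (4.98 ± 0.31 and 5.61 ± 0.67 kb) and GATA6 (difference of 0.025 kb), and the GATA6 difference changed sign when single replicates were left out. PCNA was covered over 1.77 and 2.00 kb in DMSO and 1.35 and 1.65 kb in I-BET151, although it did not fall in the 10 kb window. Of the lowered genes, CDKN1A fell from 2.39 ± 0.06 to 1.52 ± 0.10 kb, whereas NEUROG3 and NEUROD1 had 0 peaks in any library.

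**Figure D4:**
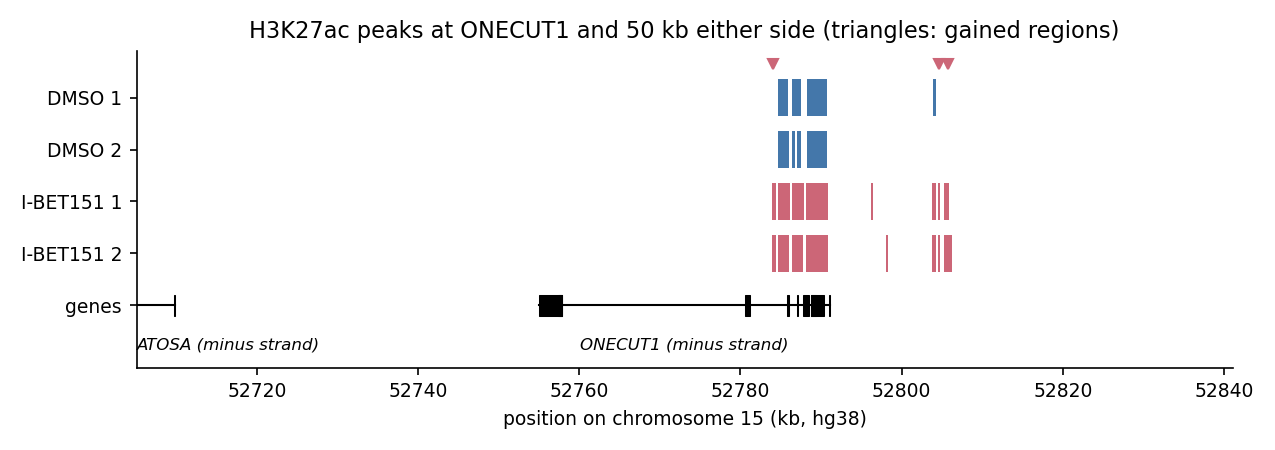
H3K27ac peaks of each library (boxes) on chromosome 15 (position in kb, hg38) over ONECUT1 and 50 kb on either side, with exons and introns of protein-coding genes. Triangles mark the 3 gained regions, 1 in an intron at 52783918 to 52784466 and 2 upstream of the gene at 52804474 to 52804766 and 52805219 to 52806254.

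Motifs of the transcription factors that the study names were then compared. In gained regions, the SOX consensus occurred in 12.2% of regions against 10.5% elsewhere (odds ratio 1.16, 95% interval 0.87 to 1.55). Its interval lay above 1 in 4 alternatives, among them the 100 bp window (1.62). The PDX1 consensus was present in only 2 gained regions (odds ratio 4.77, 1.08 to 21.1, with an interval including 1 for top-ranked peaks and for 50% coverage), and the CTCF consensus in 1. For FOXA the odds ratio was 1.28 (0.84 to 1.96) and for GATA 1.22 (0.86 to 1.74), which rose to 2.90 (1.69 to 4.99) in the 100 bp window. The intervals of NKX6.1, HNF6 and RBPJ also included 1. The comparison motif AP-1 was less frequent in gained regions (3.16% against 5.18%, odds ratio 0.55, 0.32 to 0.93), with an interval that included 1 in the 100 bp window (0.72, 0.32 to 1.63) and without GC classes (0.60, 0.35 to 1.02). In lost regions AP-1 was more frequent (10.4% against 4.63%, odds ratio 1.94, 1.60 to 2.35), and SOX was less frequent (8.93% against 10.7%, odds ratio 0.77, 0.63 to 0.94), with an interval that included 1 for top-ranked peaks (0.82, 0.65 to 1.04). CTCF was found in 18 lost regions (odds ratio 1.84, 1.1 to 3.1), with an interval that included 1 in 5 alternatives. In the 4 pair-specific sets of the crossed splits, the AP-1 odds ratio was 0.69 to 0.94, with the motif in 6, 4, 2 and 9 regions. All of these intervals included 1. For the sets with 4 and 2 such regions they ran to 2.59 and 3.25, beyond the 1.94 of lost regions.

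**Figure D5:**
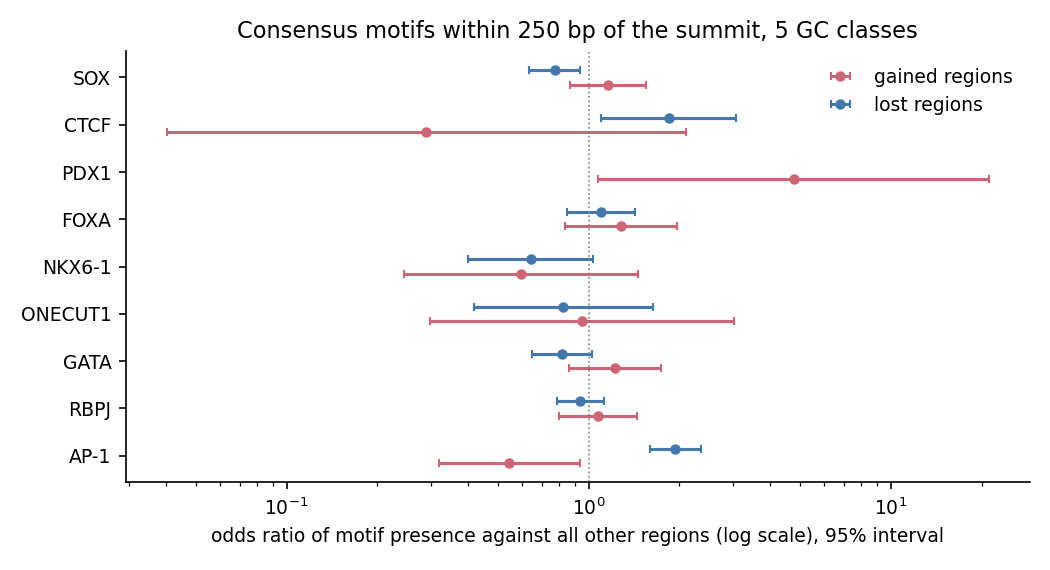
Odds ratio of motif presence within 250 bp of the summit in gained and lost regions against all other regions (log axis, 5 GC classes), with 95% intervals across regions. AP-1 lies above 1 in lost and below 1 in gained regions, and PDX1 in lost regions is not drawn because it occurred in 0 of them.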

Values the study reported

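By RNA-seq of PPs treated with I-BET151, the study reported 620 up-regulated and 2209 down-regulated genes. It stated 1 μM as the optimal concentration of I-BET151.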

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

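The tests of the input signal below were chosen before their results were seen.

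A signal appeared in the input libraries, which were not analysed as separate samples. At the summits of H3K27ac peaks the median local input level was 42.6-fold (DMSO replicate 1), 37.8-fold (DMSO replicate 2), 38.5-fold (I-BET151 replicate 1) and 40.7-fold (I-BET151 replicate 2) above that input's genome-wide level. The levels were worked out from the fold and p-value of each peak, and they are the highest of several window sizes, as MACS2 takes them. At the same summits the ChIP was 241 to 275-fold above the genome-wide level. A median input level of 10.0 to 13.1 reads stood against a genome-wide level of 0.246 to 0.306 reads.

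Reads carried over from the ChIP into the input are a candidate explanation. Across peaks of a library, which are not independent replicates, input level and ChIP reads had Spearman correlations of 0.526 to 0.651. In classes of equal ChIP height the input at promoters was higher, with a median ratio over the 4 libraries of 1.19 and single classes at 1.03 to 1.37. A ratio of 0.9 to 1.1 had been set for equality. ChIP height is bounded by duplicate removal and input levels can come from wider windows, so stronger or wider promoter peaks could give such a ratio under carry-over alone, and this value cannot rule carry-over out. That limit was seen only after the value was known. GC content bias of the input library is another candidate, as input level correlated with GC content at 0.628 to 0.744. Within 5 classes of GC content the lowest correlation of input level and ChIP reads was 0.143. Levels exist only at called peaks, where a high input demands more ChIP reads, so a positive correlation is built in and this value cannot rule GC bias out. Carry-over and GC bias thus both remain open, and a mixture of them was not tested. Preferential shearing of open chromatin was not tested. The signal was of similar size in DMSO and I-BET151, and no biological explanation was tested. It bears on the fold values, because a raised input lowers the fold at strong promoters.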

How the results depend on the processing

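Across 400 recomputed values of 55 results, the signs of the differences in peak number, covered length, promoter share, Jaccard index and marker-locus coverage stayed as reported in each alternative run. The difference in peak number ranged from −1648.5 to −1006.5, in covered length from −1.27 to −0.464 Mb, in promoter share from 1.08 to 4.34 points, in Jaccard index from 0.0876 to 0.102 and at marker loci from 0.720 to 1.41 kb. Equal list lengths have no value for the peak number, and autosomes cannot move the marker loci. Leaving out a replicate could not reverse any of these signs, so those runs show only how far the values move. Both I-BET151 libraries lay on the same side of both DMSO libraries, and both within-group Jaccard values exceeded all between-group values. Pairing by replicate number leaves a mean difference as it is (−1327.5 peaks, −0.983 Mb, 3.34 points, 1.04 kb), so the replicate block shows no added stability. The percentile of the marker loci was 99.5 or 100 with other windows, and 100 when random lists were matched on the widest region, an alternative chosen after seeing the data.

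Counts of gained and lost regions depended on the list length. With equal numbers of top-ranked peaks 687 regions were gained and 870 lost, but equal list lengths tie the 2 counts together by construction, and the cause was not tested. Leaving out 1 replicate asks for fewer libraries, and gave 595 to 952 gained and 1644 to 2164 lost regions. The imbalance was smallest without I-BET151 replicate 2 (952 gained and 1644 lost). It was largest without DMSO replicate 1 (595 gained and 2164 lost). The other alternatives gave 370 to 519 gained and 1119 to 1556 lost regions. Of 40 recomputed calls of the 10 named regions, 39 stayed and VCAN was no longer gained after merging within 500 bp.

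Motif results moved more, and the cause was not tested. In gained regions 1 motif (PDX1) had an interval above 1. There were 2 with a −log10 q of at least 5 (SOX and PDX1) and 2 with the 100 bp window (SOX and GATA). With top-ranked peaks and with 50% coverage the single motif was SOX, and the PDX1 intervals (0.703 to 14.1 and 0.998 to 19.7) included 1. In lost regions there were 2 (AP-1 and CTCF), but 1 with a −log10 q of at least 5, with top-ranked peaks, with merging within 500 bp, with 50% coverage and with the 100 bp window (AP-1 in each). Without GC classes there were 3, as FOXA reached 1.39 (1.08 to 1.80). Reversed odds ratios in gained regions were 0 for PDX1 (100 bp window); 1.37 (−log10 q), 1.38 (top-ranked), 1.48 (50% coverage) and 1.08 (no GC classes) for HNF6; and 0.975 (−log10 q), 0.990 (merging) and 0.832 (50% coverage) for RBPJ. In lost regions they were 0.852 for FOXA and 1.26 for NKX6.1 (100 bp window), 1.01 for GATA (top-ranked) and RBPJ (merging), and 1.06, 1.11 and 1.08 for HNF6, GATA and RBPJ without GC classes. A further 10 motif values were weaker and 6 stronger. AP-1 in lost regions stayed above 1 in each of the alternatives, at 1.65 to 2.39.

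Of the single loci, GATA6 ranged from −0.0405 to 0.0905 kb across the 4 values that each left out 1 replicate, 2 of them reversed, PCNA to 0.0535 kb with a 10 kb window, and NEUROG3, at 0 in the main window, rose to 0.392 kb with 100 kb. The cause was not tested.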

Other observations

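The tests of ChIP depth, of input depth, of the ratio and excess in crossed splits and of list length at the marker loci were chosen only after the related values had been seen.

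More regions were lost than gained. With equal list lengths the ratio fell from 3.06 to 1.27. Lists of equal length tie the gained and lost counts to each other by construction, so this test cannot separate a technical difference in list length from a loss of acetylation. Recovered ChIP depth does not separate the groups, since the shallower DMSO library had 0.990 of the depth of the deeper I-BET151 library. For the inputs the corresponding ratio was 0.953. Within both same-numbered pairs, however, the DMSO ChIP was deeper (7.96 against 7.76 M and 9.84 against 8.04 M reads). The pair with the larger depth gap also had the larger gap in peak number. Against this, DMSO replicate 1 was shallower than I-BET151 replicate 2 but had more peaks (13606 against 12312). A contribution of depth therefore remains open. As many pair-specific regions (1798) were given by 1 of the 3 splits of the libraries, the real one. A ratio as large as 3.06 was given by 2 of the 3 splits, as a crossed split had 141 against 41 regions, a ratio of 3.44. The excess of the larger set was 912 regions in the real split and 21 and 100 in the crossed splits, so the imbalance is largest by treatment in number but not in proportion. With 3 splits chance cannot be excluded. The study reported that cells with both PDX1 and NKX6.1 became more frequent under I-BET151. The groups may therefore differ in their mix of cells, which was not tested. A biological loss of acetylation under I-BET151 may contribute, and it cannot be told apart from list length, depth, cell mix or chance here.

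Group-specific regions ranked low in their lists. Of the gained and lost peaks 61.2% lay in the weakest 25% of their list. A low rank is not closeness to the threshold, as 77.4% of gained and 84.7% of lost regions had a −log10 q of at least 5 in both calling libraries, and 43.2% of gained and lost regions together had at least 10. The lists do not hold the level in the other group. Neither value therefore shows whether weak acetylation that was not called there accounts for the regions, and a biological difference cannot be told apart from it.

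The AP-1 consensus, chosen beforehand as a comparison, had the highest odds ratio of the 9 motifs in lost regions in the main setting, although not in the 100 bp window (AP-1 1.65, CTCF 1.84). GC content did not remove it, as the odds ratio was 2.39 without GC classes and 1.94 with them. Lost regions lay more often away from promoters, where AP-1 sites are more common. Among the 3762 regions outside promoters the odds ratio was 1.43 (1.09 to 1.87), lower but still above 1, and among the 11990 promoter regions it was 2.29 (1.73 to 3.03). Gained regions outside promoters had the motif in 4 of 168 (odds ratio 0.24, 0.087 to 0.64). Gained regions at promoters had it in 10 of 275 (odds ratio 0.88, 0.47 to 1.68), an interval that included 1. The lower frequency in gained regions was thus clear only outside promoters. A hypothesis is that acetylation at AP-1 sites is more sensitive to I-BET151. A different mix of cells in the groups could also give this pattern, and it was not tested. The grouping of the libraries by chance cannot be excluded with 3 splits, and a consensus sequence does not show binding. A greater sensitivity of AP-1 sites therefore remains a hypothesis.

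Mean coverage over the 12 marker loci rose while it fell in total, and at PCNA it fell (−0.384 kb). With equal list lengths the rise was 1.13 kb, but longer DMSO lists can only lower the difference, so this value tests nothing. Marker genes often lie in wide acetylated regions, and their median widest region was 2172.5 bp. Among random lists matched on the widest region the markers stood at percentile 100 (95% of lists, −1.43 to 0.02 kb). Wide regions therefore do not account for the rise. A biological increase at these loci may underlie the pattern, as a hypothesis. So may the higher share of cells with PDX1 and NKX6.1 that the study reported under I-BET151, which was not tested. The genes were taken from the study's own results on these cells. The study had also reported more H3K27 acetylation at induced genes, so the rise is no independent test. With 2 libraries per group chance cannot be excluded.

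The height of ChIP peaks was bounded. The highest number of reads at a summit was 495, 478, 500 and 494 in DMSO replicates 1 and 2 and I-BET151 replicates 1 and 2. If duplicate removal leaves 1 read per position and strand, the bound is 2 times the read extension, or 544, 494, 508 and 498 reads. The highest summits reached 91.0, 96.8, 98.4 and 99.2% of it. This is consistent with duplicate removal flattening the strongest peaks, so that the ranks at the top of each list may understate differences in acetylation. No biological explanation was tested.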
